A study of Drosophila melanogaster with 12 samples. Its data were reported in "The transcription factor Hey and nuclear lamins specify and maintain cell identity" (2019).

How the data were processed

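RNA was measured in 12 samples of adult female flies, 3 each of control guts, Hey RNAi guts, control EBs and Hey RNAi EBs. Per the labels, flies were raised at 18 °C, moved to 29 °C at 2 to 4 days of age and kept there for 2 days to induce the transgenes. For the purified EBs, the study's methods add a further stay at 18 °C before the shift, so these flies may have been older than those of the gut samples. The study describes the replicates as independent crosses. RNA from whole guts or affinity-purified EBs was amplified, labelled with Cy3 and hybridised to NimbleGen arrays with 4 probes of 60 nucleotides for each of 15473 targets.

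The authors scanned the arrays, extracted the data in NimbleScan with default settings, and normalized and tested them in ArrayStar. RMA is named in the submitters' processing notes. The deposited matrix holds 1 intensity per transcript and array on a linear scale. Its scale, and whether these values are those before or after the normalization named above, are not given in the sources used here, and the scale was read from the values, which ran from 7.78 to 55809. The authors' deposited workbooks hold, for the gut comparison, group means on a log2 scale, and for both comparisons a fold with a direction, a moderated p-value and a moderated t score per transcript. The deposited p-values had medians of 0.877 in guts and 0.666 in EBs, so they appear to be adjusted already, and the study's methods name a Benjamini-Hochberg correction of the moderated test. The deposited t score had the sign of the fold in guts and the opposite sign in EBs, so directions were taken from the words beside the folds. These values were used only to describe the authors' tables.

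Within the matrix, the arrays fell by their mean intensity into 5 sets of 2 or 3, although medians differed within sets. Array means agreed within 0.43% inside a set and differed by at least 1.95% between sets. One set held control gut 1, Hey RNAi gut 1 and control EB 3, one held control gut 2, Hey RNAi gut 2 and Hey RNAi EB 3, and the others each held a control and a Hey RNAi array of one tissue. These sets were inferred from the intensities and are not named in the labels. Because the arrays were not on a common scale, the log2 intensities were quantile normalized over all 12 arrays before any test. That step had been planned as an alternative, and the deposited values with no further normalization became an added alternative in its place. Quantile normalization gives guts and EBs one distribution, and can therefore hide a change common to most transcripts.

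Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in a single fit with a mean for each of the 4 groups, 8 residual and 2.6 prior degrees of freedom. The contrasts were Hey RNAi against control in guts, the same in EBs, control EBs against control guts, and the difference between both knockdown effects. A transcript passed with a Benjamini-Hochberg adjusted p under 0.05 over all 15473 transcripts and a change of at least 2-fold, the limits the study states. For the difference of effects only the adjusted p was used. No transcript was filtered out. One estimate of the spread is shared by all groups in this fit, although the pooled SD was 2.18 times as large in EBs as in guts in the median transcript and larger in EBs for 85.6% of transcripts. Fits of the 6 arrays compared are therefore given beside it.

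The scripts were tested on simulated data with the spread of the real arrays, 15473 transcripts and 200 of them changed. With a change of 1.5 log2 units, the fit over 12 arrays recovered 72% in guts, 70% in EBs, 68% for EBs against guts and 28% for the difference of effects. With 2.5 log2 units the shares were 94%, 92%, 90% and 78%. False calls made up 4.05%, 36.2%, 8.14% and 10.9% of all calls in these comparisons. When only the 6 arrays compared were fitted, false calls made up 2.53% in guts and 5.49% in EBs, and the recovered shares for 1.5 and 2.5 log2 units were 93% and 100% in guts, 17% and 69% in EBs.

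Overlaps of lists were tested with two-sided Fisher's exact tests over all transcripts and set beside the count for independent lists. These tests treat transcripts as independent units, which they are not, and make no allowance for shared control arrays. Where comparisons shared control arrays, unchanged groups were simulated 1000 times from the residuals of each tissue. Replicate numbers pair samples where every pair of same-numbered arrays deviates together from the group means with r over 0.1. In EBs the pairs gave 0.183, 0.321 and 0.127, so the numbers pair the EB arrays, as a pattern in the data. In guts not every pair did. The deviations were taken after the normalization, and by mean intensity before it, same-numbered gut arrays lay in one set. Pairing in guts is therefore not excluded.

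Alternatives covered the arrays in the fit, the normalization, a filter that leaves out the dimmest 1 in 3 transcripts, an intensity trend with a robust prior, array weights, the replicate number as a block, the thresholds, and leaving out each array in turn, 22 in all fixed before the data were examined. Another 5 were chosen after seeing the data, namely no further normalization, with and without the replicate block, the array set as a block, and for the correlation another gut reference and removal of the trend with intensity. Splits of the control arrays, and EB arrays paired by number in the simulation, were also added then.

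The matrix lists transcript identifiers without gene names. Of 15473 identifiers, 9 matched a synonym in the RefSeq table of the Release 6 plus ISO1 MT assembly, and 15464 had no symbol here. The rule fixed before the data were examined was to name Hey, the largest changes with a symbol, members of marker and pathway lists and genes the study followed. It could be met only for those 9, which are all given, whether or not they passed. The marker and pathway lists could not be tested, as none had the 5 measured members required. In addition, 2 identifiers that rose and 2 that fell in both knockdowns are given, those with the largest mean change among transcripts whose arrays did not overlap between genotypes in either tissue. These were chosen after their values were seen. The files give no signal of empty spots, so no transcript was treated as above or below background.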

Results

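Whole guts and purified enteroblasts (EBs) of adult Drosophila melanogaster females were profiled on 1-colour NimbleGen arrays after RNAi against Hey, a transcription factor of the HES family. In guts, the transgene was driven by MyoIA-Gal4 in enterocytes (ECs), the large absorptive cells of the epithelium. In EBs, the progenitors that mature into ECs, it was driven by Hey-Gal4, and the cells were affinity purified. The study describes this driver as active mainly in EBs and minimally in stem cells. Most but not all purified cells carried the marker, in a share that differed between preparations. Every EB value below may therefore include other cells. Flies expressing UAS-GFP under the same drivers served as controls. Each of the 4 groups held 3 arrays, 12 in all, and each array carried 4 probes of 60 nucleotides for each of 15473 transcripts. The median deposited intensity per array lay between 490.5 and 877.6 units, and the number of arrays limited the precision of every value below. A gene symbol could be paired with 9 of the 15473 transcript identifiers, and Hey was not among them, so the level of the targeted gene was not analysed here.

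Guts and EBs had clearly different transcriptomes, and in both tissues the Hey RNAi arrays lay apart from their controls. Across transcripts, control guts correlated with each other at r = 0.985 to 0.987 and with Hey RNAi guts at 0.964 to 0.975. Control EBs correlated with each other at 0.935 to 0.966 and with Hey RNAi EBs at 0.88 to 0.933, while any gut correlated with any EB sample at 0.808 to 0.898. On the first principal component, which held 55.4% of the variance, control guts averaged -86.7 ± 2.09 (SD, n = 3) and control EBs 70.7 ± 18.7 (SD, n = 3). Hey RNAi guts averaged -67.8 ± 1.46 (SD, n = 3) on this component, on the EB side of every control gut, and Hey RNAi EBs 83.8 ± 21.2 (SD, n = 3). The second component, with 16% of the variance, parted control EBs at -60.2 ± 18.5 (SD, n = 3) from Hey RNAi EBs at 55.8 ± 11 (SD, n = 3). EB arrays also varied more among themselves. The median SD over transcripts was 0.35 and 0.41 log2 units in control and Hey RNAi EBs, against 0.19 and 0.16 in control and Hey RNAi guts. The mean intensities of the arrays fell into 5 sets of 2 or 3 arrays that agreed within 1%, each of which held more than 1 group. With these sets as a block, the numbers of transcripts past the threshold in the 4 comparisons below were 575, 2916, 3999 and 2860, each within 1.5 times the value given there.

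**Figure D1:**
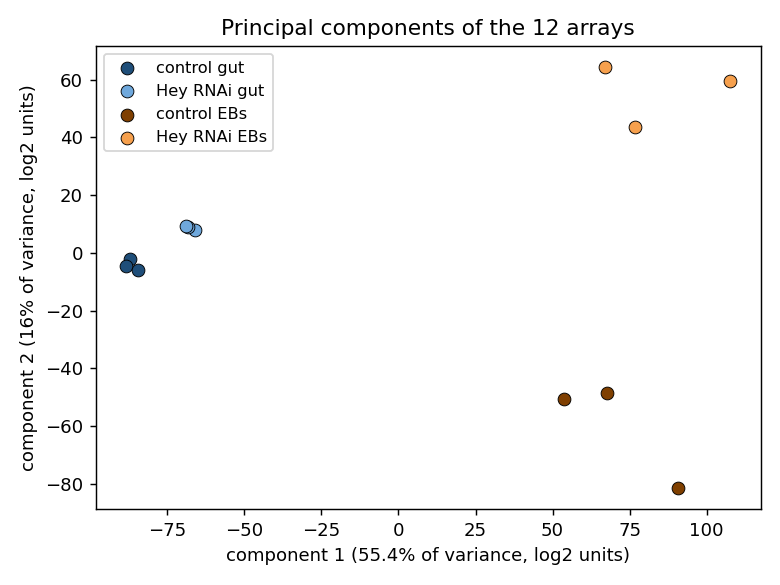
Each point is 1 array, placed by its first principal component (x axis, 55.4% of variance) and second principal component (y axis, 16% of variance), both in log2 units. Hey RNAi guts lie on the EB side of the control guts along the x axis, and Hey RNAi EBs are parted from control EBs along the y axis.

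The first comparison asked which transcripts change in whole guts after Hey RNAi in ECs. The study reported more cells and new cell populations in such guts, so these changes may also reflect the mix of cells. In whole guts, 480 of the 15473 transcripts passed the threshold after Hey RNAi in ECs, 259 of them higher and 221 lower. The median log2 change was -1.82 among the transcripts that fell and 1.46 among those that rose, and 92 fell but 59 rose at least 4-fold. All 3 arrays of one genotype lay on the same side of all 3 of the other for each of the 480, as for 42.5% of all transcripts, where chance alone gives 10%. Among the named transcripts, sle, which encodes a nucleolar protein, rose from a log2 intensity of 10.67 ± 0.11 (SD, n = 3) in control guts to 11.70 ± 0.06 (SD, n = 3), a log2 change of 1.03 ± 0.22 (SE; limma adjusted p = 0.0252). Uba1, the ubiquitin-activating enzyme, was measured 0.84 ± 0.22 (SE) log2 units higher in Hey RNAi guts and missed the threshold (limma adjusted p = 0.0632). LanA, a laminin chain of the basement membrane, missed it as well, at -0.32 ± 0.21 (SE; limma adjusted p = 0.508). Of the transcripts without a symbol, FBtr0089607 rose by 3.89 log2 units (limma adjusted p = 3.67e-05) and FBtr0076704 fell by 3.69 (limma adjusted p = 0.000395). Only 6.62% of transcripts were dimmer than the first in control guts, and 7.44% than the second in Hey RNAi guts. The sizes of both changes thus rest on levels near the dimmest. When only the 6 gut arrays were fitted, 1016 transcripts passed, 479 of the 480 among them, 500 higher and 516 lower. With each array only centred on its median 277 passed, 134 higher and 143 lower. The excess of rises thus did not hold in every setting. Without the added normalization 158 passed, or 429 with the replicate number as a block besides. Without control gut 1 or 2, or Hey RNAi gut 1, 2 or 3, the count was 261, 229, 259, 244 or 284, and sle missed the threshold without any 1 of the 6 gut arrays (limma adjusted p = 0.0544 to 0.108).

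The second comparison asked the same of progenitors. In purified EBs, 2625 transcripts passed the threshold after Hey RNAi, 1161 higher and 1464 lower, and 1241 of them also passed when the 6 EB arrays were fitted alone, 549 higher and 692 lower. At least 4-fold changes were seen for 269 transcripts that rose and 371 that fell. LanA fell from 14.22 ± 0.07 (SD, n = 3) to 12.92 ± 0.19 (SD, n = 3), a log2 change of -1.31 ± 0.21 (SE; limma adjusted p = 0.00153). Wdr24, a subunit of the GATOR2 complex that activates TORC1 signalling, fell by 1.26 ± 0.20 log2 units (SE; limma adjusted p = 0.00123). A second GATOR2 subunit, mio, was measured at -0.58 ± 0.25 (SE) and missed the threshold (limma adjusted p = 0.114). Dyrk3, a protein kinase, had an adjusted p of 0.0233 in limma but stayed under the 2-fold limit at 0.94 ± 0.26 log2 units (SE), and kis, a chromatin remodeller, was measured at -0.88 ± 0.32 (SE; limma adjusted p = 0.0668). FBtr0089607 rose from 4.58 ± 0.29 (SD, n = 3) to 12.31 ± 0.29 (SD, n = 3), a log2 change of 7.72 (limma adjusted p = 2.85e-08). Only 1.56% of transcripts were dimmer in control EBs, so the size of the change rests on a level near the dimmest of the array. The fit over all 12 arrays took the spread of EBs partly from the less variable guts. On simulated data with 200 changed transcripts, 36.2% of its EB calls were false, against 5.49% with the 6 EB arrays fitted alone. These shares depend on how many transcripts truly change, so they do not carry over to the calls here. Fitted alone, the 6 EB arrays passed 1250 transcripts. Unchanged EBs simulated 200 times gave a median of 0 calls in the fit over 12 arrays but at most 3455, with 2 draws at or above 2625, and 0 calls in every draw with the spread of the EBs alone. The simulated noise came from the same residuals as that spread, which leaves little room for calls. The 0 therefore does not show that the 1250 are free of false calls. Without the added normalization 1742 passed, or 2673 with the replicate number as a block besides, and with each array only centred on its median the split became 688 higher and 1910 lower.

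**Figure D2:**
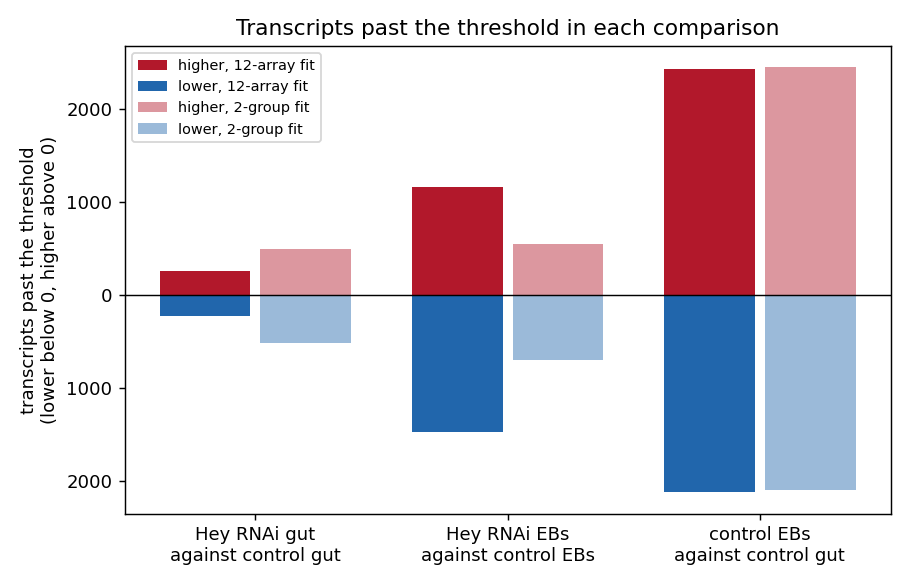
Bars give the number of transcripts past the threshold on the y axis, higher above 0 and lower below 0, for the 3 comparisons on the x axis. Solid bars come from the fit over all 12 arrays and pale bars from fits of the 6 arrays compared. Hey RNAi in EBs passed 2625 transcripts in the first fit and 1250 in the second, and Hey RNAi in guts 480 and 1016.

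The third comparison set control EBs against control guts, to see which transcripts set progenitors apart from the whole tissue. EBs differed from guts at 4551 transcripts, of which 2434 were higher and 2117 lower in EBs. The gut-enriched transcripts differed more, with 1298 at least 4-fold lower in EBs and a median log2 difference of -2.36, against 528 at least 4-fold higher and a median of 1.49. LanA was 2.80 ± 0.21 log2 units (SE) higher in control EBs (limma adjusted p = 7.44e-06), and sle was 1.73 ± 0.22 higher (SE; limma adjusted p = 0.000122). Uba1 and Wdr24 were measured 0.78 ± 0.22 and 0.64 ± 0.20 log2 units (SE) higher in EBs, under the 2-fold limit (limma adjusted p = 0.0152 and 0.023). alpha-Spec, of the membrane skeleton, and His4r, a histone H4, differed by 0.30 ± 0.20 and 0.44 ± 0.41 log2 units (SE) and missed the threshold (limma adjusted p = 0.253 and 0.422). The driver, the purification and, by the study's methods, the age of the flies differed together with the cell type, so this comparison holds all of them. The median transcript differed by 0.21 log2 units between control EBs and control guts, and by 0.63 with each array only centred on its median, where the split became 4061 higher and 1712 lower.

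The changes in Hey RNAi guts were then set against the difference between control EBs and control guts, since the study described such guts as largely similar to control progenitors. Transcripts that fell in Hey RNAi guts were mostly ones with a lower level in control EBs, and part of those that rose had a higher one there. Of the 221 that fell, 169 (76.5%) were also lower in control EBs than in control guts, against 30.2 for independent lists of these sizes (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 3.98e-100 over 12 pairs of lists). Of the 259 that rose, 110 (42.5%) were higher in control EBs, against 40.7 (adjusted p = 8.74e-25 in the same exact test). sle was one of these 110. Both lists use the same control guts, and the exact tests treat transcripts as independent, so these p-values cannot be taken at face value. The list counts were not redone with split controls. In all, 279 transcripts moved the same way in both comparisons and 36 the opposite way. Across all transcripts, which are not independent replicates, both changes correlated at r = 0.363. Both comparisons share the 3 control guts. Unchanged groups simulated 1000 times against those controls gave a mean r of 0.325, with a central 95% from -0.115 to 0.793. These simulations held no difference between EBs and guts, so their r is no reference for the observed one. Without such a reference, r alone did not set the observed changes apart. In the same simulations the covariance averaged 0.0339 and reached at most 0.214 squared log2 units. The observed value was 0.309, a difference of 0.275 from the mean. That range covers the noise of the shared controls alone, not a chance match of gut noise with the real tissue difference. With EBs set against the mean of all 6 guts, r was 0.145, again within the simulated -0.402 to 0.456. The covariance was 0.117, against at most 0.103 in simulations. This reference removes the shared noise, but it holds the Hey RNAi guts and so also takes out part of the gut change. The drop from 0.363 can therefore not be laid on shared controls alone. With the control guts split 1 and 2 so that no array was shared, chosen after seeing the data, the covariance averaged 0.271 over the 6 ways, from 0.245 to 0.285, and 0 of 200 simulations of unchanged arrays reached that mean. The count of 279 fell to 149, 127, 140, 135 or 156 without control gut 1 or 2, or Hey RNAi gut 1, 2 or 3. It was 100 without the added normalization, or 270 with the replicate number as a block besides. The count rose to 548 when only the arrays compared were fitted, and to 636 with array weights. The shift was partial. Per log2 unit of difference between control EBs and control guts, the gut change was 0.164 log2 units, shared controls included. Hey RNAi guts correlated with control EBs at r = 0.852 to 0.898, and control guts with control EBs at 0.821 to 0.889. Between Hey RNAi guts and control guts r was 0.964 to 0.975, so the Hey RNAi guts stayed closer to control guts.

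**Figure D3:**
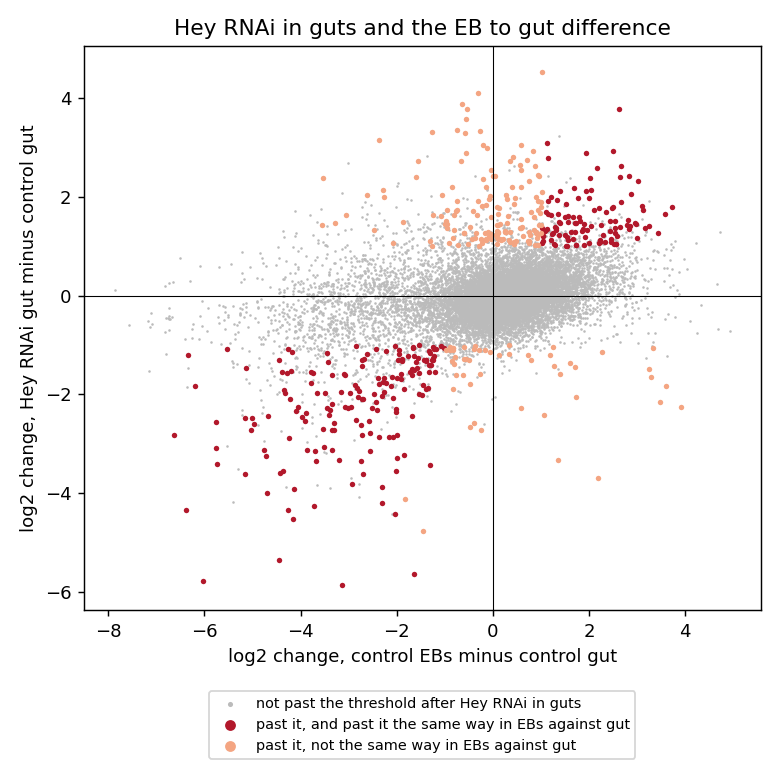
Each point is 1 transcript, with the log2 difference between control EBs and control guts on the x axis and the log2 change after Hey RNAi in guts on the y axis. Grey points did not pass the threshold in guts, the 279 dark red points passed it the same way in both comparisons, and the remaining orange points did not. Of the 221 transcripts that fell in guts, 169 lie at the lower left in dark red.

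The responses of guts and EBs to Hey RNAi shared a minority of transcripts. Of the 480 that changed in guts, 186 (38.8%) also changed in EBs, where independent lists would share 81.4 (two-sided Fisher's exact test, p = 5.84e-31, odds ratio 3.26). The direction was the same for 163 of them, 117 higher and 46 lower, and opposite for 23. The rises were shared more often, since 45.2% of the transcripts that rose in guts rose in EBs, and 20.8% of those that fell in guts fell in EBs (two-sided Fisher's exact test of these shares, p = 1.68e-08, odds ratio 3.13). That gap went with the level in control EBs. Of the 169 falls already lower in control EBs than in control guts, 18 fell in EBs, 134 did not pass and 17 rose. Among falls with no called difference between the tissues, 19 fell in EBs and 17 did not pass. Of such rises, 63 rose, 64 did not pass and 2 fell. The EB controls enter both this grouping and the EB change. The shares thus do not show that falls are less common to both responses. FBtr0089607 and FBtr0072694 rose in both settings, the latter by 2.04 log2 units in guts (limma adjusted p = 0.0142) and by 7.08 in EBs (limma adjusted p = 2.09e-06). Its call in guts was lost without control gut 1 or 2 or Hey RNAi gut 3 (limma adjusted p = 0.0561 to 0.063). FBtr0076704 fell in both, with log2 changes of -3.69 in guts and -3.15 in EBs (limma adjusted p = 0.000395 and 0.000227). Its level in Hey RNAi guts lay near the dimmest, so the size of the change in guts is uncertain. FBtr0077115 fell as well, with log2 changes of -3.33 and -3.26 (limma adjusted p = 0.00148 and 0.000325). No arrays are shared between these comparisons, and when each was fitted alone 161 transcripts changed the same way in both. The count of 163 fell to 104, 90, 99, 98 or 101 without control gut 1 or 2, or Hey RNAi gut 1, 2 or 3, and to 59 without the added normalization, or 140 with the replicate number as a block besides.

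**Figure D4:**
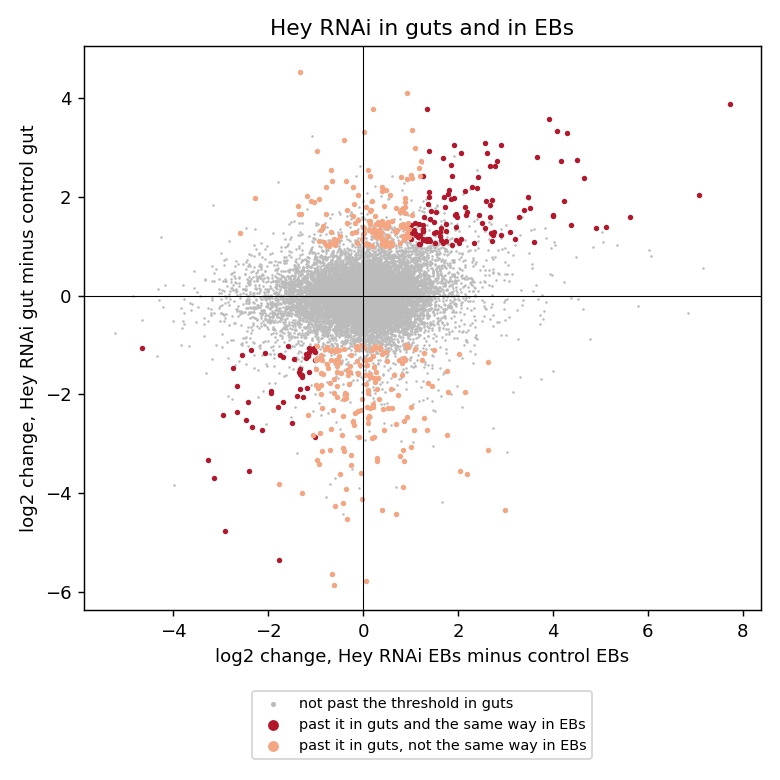
Each point is 1 transcript, with the log2 change after Hey RNAi in EBs on the x axis and in guts on the y axis. Grey points did not pass the threshold in guts, the 163 dark red points passed it the same way in both, and the remaining orange points did not. FBtr0089607 lies farthest to the right, at 7.72 on the x axis and 3.89 on the y axis.

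The last comparison tested the difference between both responses directly. The effect of Hey RNAi differed between EBs and guts for 1975 transcripts, with a higher log2 change in EBs for 795 and a lower one for 1180. Whole guts also held cells outside the driver, while EBs were purified. A difference of effects therefore also holds any dilution of the EC response, the driver and the age. Of the 1975, 1287 had passed the threshold in EBs, 209 in guts, 58 in both and 537 in neither. The test used the 1 spread shared by guts and EBs, and no fit with each tissue's own spread was run for it. On simulated data with 200 changed transcripts, 10.9% of its calls were false. Of the 221 that fell in guts, 112 differed, 108 of them with a higher log2 change in EBs. Of the same 221, 169 were lower in control EBs than in control guts. A low starting level there was not told apart from a different response. Uba1 moved apart, at 0.84 log2 units in guts and -0.68 in EBs, a difference of -1.52 ± 0.31 (SE; limma adjusted p = 0.0132). Wdr24 had a lower change in EBs by -1.05 ± 0.28 (SE; limma adjusted p = 0.0352), and for LanA the difference of -0.99 ± 0.30 (SE) missed the threshold (limma adjusted p = 0.0563). The call of Wdr24 was lost without any 1 of the 6 gut arrays, without control EB 2 and without Hey RNAi EB 3 (limma adjusted p = 0.0637 to 0.0861). The change of sle, past the threshold in guts alone, did not differ detectably between them, at -0.55 ± 0.30 (SE; limma adjusted p = 0.26). Among the 163 transcripts shared in direction, 35 had a different effect in EBs, FBtr0089607 (3.83 log2 units, from control levels near the dimmest of both tissues, limma adjusted p = 0.000112) and FBtr0072694 (5.05, limma adjusted p = 0.000648) among them. Without control gut 1 or 2, or Hey RNAi gut 1, 2 or 3, 1016, 1055, 967, 1039 or 1039 transcripts differed, and 323 did without the added normalization, or 1622 with the replicate number as a block besides. With each array only centred on its median the split became 367 higher and 976 lower in EBs.

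The authors' deposited tables of both knockdowns listed fewer transcripts than the fit over 12 arrays with the added normalization. At a p under 0.05 and at least 2-fold, the authors' deposited table held 444 transcripts for guts, 180 higher and 264 lower, and 445 for EBs, 127 higher and 318 lower. Of these, 264 and 384 passed here in the same direction in the fit over 12 arrays, which passed none in the opposite one, and 432 and 341 when only the 6 arrays compared were fitted. In guts the authors' table thus held more falls than rises. The fit over 12 arrays had the reverse balance, 259 higher and 221 lower, and the fit of the 6 gut arrays passed 500 higher and 516 lower. The log2 folds of the authors' deposited tables correlated with those computed here at r = 0.932 for guts and 0.874 for EBs, across transcripts. The authors' deposited tables shared 44 transcripts between guts and EBs, 41 of them in the same direction, where independent lists would share 12.8.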

Values the study reported

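The study reported 370 genes in the gut whose expression depended on Hey after its knockdown in ECs. Of the 228 with reduced expression, 113 were also repressed by ectopic Esg in ECs. In progenitors it reported 345 Hey-dependent genes, and 40 genes were shared between both settings.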

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

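Of the tests in this part, those of the gap between the tissues, with each tissue's own spread and with the array sets as a block, were chosen only after the result was seen. The fits with each tissue's own spread had been planned, but not for this question.

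The response to Hey RNAi differed between EBs and guts for 1975 transcripts, and these are listed here because the difference itself passed the test. That test used the 1 estimate of the spread shared by guts and EBs, although EB arrays varied more. Among 100 drawn of the 200 regroupings of gut and EB arrays, the real one included, no other called as many, and the highest other count was 1122, from a draw that left the EB labels as they are. With EB arrays regrouped, the highest count was 762. Chance would be excluded by that share, but the draws do not settle it. Regroupings that mix genotypes widen the spread within groups. Exchanging the EB labels as a whole, 1 of the 200 that was not drawn, turns the difference into a sum of both effects and called 3088.

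Uba1 differed by -1.52 log2 units, with a higher level in all 3 Hey RNAi guts than in any control gut. Wdr24 differed by -1.05 log2 units, with all 3 Hey RNAi EBs below all 3 control EBs, and its call was lost without any 1 of the 6 gut arrays, control EB 2 or Hey RNAi EB 3. FBtr0089607 and FBtr0072694 rose in both settings, and their rise was larger in EBs by 3.83 and 5.05 log2 units. The control levels of FBtr0089607 lay near the dimmest, with 6.62% of transcripts dimmer in control guts and 1.56% in control EBs, so the size of its difference is uncertain.

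More transcripts passed the threshold in EBs than in guts, 5.47 times as many in the fit over 12 arrays, and 2.7 to 11 times over the alternatives that kept all groups in 1 fit, with 9.53, 10.8, 9.48, 10 and 8.68 without control gut 1 or 2 or Hey RNAi gut 1, 2 or 3. Differences between the sets of arrays were argued against as the reason, since with the set as a block the ratio was still 5.07. One shared estimate of the spread is a candidate explanation that the data bear out, since the ratio was 1.23 when the spread of each tissue was estimated alone. That fit also recovers fewer true changes in EBs than in guts. A larger response of EBs therefore stays open, as does a response of similar extent in both tissues. Whole guts also held cells outside the driver, while EBs were purified, and the driver and, by the study's methods, the age differed too. The counts thus cannot compare the response of ECs with that of EBs.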

How the results depend on the processing

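The alternatives were run for the counts and for 18 results of named transcripts, none of which changed sign. Without the added normalization, chosen after seeing the data, the counts were 158 in guts, 1742 in EBs and 323 for the difference of effects, with 100 transcripts moving toward EBs and 59 shared by both knockdowns. With the replicate block added to that setting they were 429, 2673, 1622, 270 and 140, each within 1.5 times the values of the report, so much of that drop went with differences between replicate numbers, which the block takes up. Fits of 2 groups gave 1016 in guts, 1250 in EBs and 548 moving toward EBs. Median centring gave 277 in guts and 91 shared, and changed the split to 688 higher and 1910 lower in EBs, 4061 and 1712 for EBs against guts, and 367 and 976 for the difference of effects. It also moved the median transcript from 0.04 to -0.27 log2 units in EBs. Array weights gave 1117 in guts, 4041 for the difference, 636 toward EBs and 295 shared. Unadjusted p-values gave 966 in guts and 3113 for the difference with the 2-fold limit added. With no fold limit, 4237 passed in EBs, 427 moved toward EBs and 278 were shared, and with a 1.5-fold limit 4012, 421 and 262. Looser thresholds pass more transcripts and 2-group fits use the spread of 1 comparison alone, both by construction. The 3113 is no such case, since the p limit was loosened and a fold limit added. The cause of the remaining shifts was not tested.

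Leaving out 1 array at a time gave 229 to 638 in guts, 2290 to 2942 in EBs, 4128 to 4780 for EBs against guts, 967 to 2539 for the difference, 127 to 362 toward EBs and 90 to 214 shared. All of these but the counts in EBs and for EBs against guts moved by over 1.5 times without control gut 1 or 2 or any Hey RNAi gut. The correlation of the gut response with the EB to gut difference ranged from 0.324 to 0.4. It was 0.145 against the mean of all 6 guts, which also takes out part of the gut change.

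Among named transcripts, sle in guts missed the threshold in 9 of 22 settings (limma adjusted p 0.000261 to 0.254), Wdr24 for the difference in 10 of 21 (0.012 to 0.159), Uba1 for the difference in 1 of 21 (0.00113 to 0.054) and FBtr0072694 in guts in 5 of 22 (0.000692 to 0.168). Dyrk3 in EBs passed in 4 of 22. LanA and Wdr24 in EBs, and LanA and sle for EBs against guts, kept their side in all 22.

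With the replicate number as a block, 530 transcripts passed in guts, 2874 in EBs, 4632 for EBs against guts and 2732 for the difference, 298 moved toward EBs and 172 were shared. The pairing changed no call among those 18 results. In guts, where the deviations of same-numbered arrays gave r = 0.168, 0.00482 and 0.256, not every array correlated best with its own number. Averaging identifiers per gene, the level of Hey, list tests, a slide block and per-array values from the authors' workbooks were not run, as the files used here do not hold what they need.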

Other observations

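Of the tests in this part, those on the shared gut controls, the trend with intensity and the normalization for the resemblance of guts to EBs, and the regroupings, were fixed before the results were seen. Those on the shared EB controls, with and without paired arrays, on split controls of either tissue, and on the transcripts shared by both knockdowns were chosen afterwards.

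Part of the response of EBs ran toward the other tissue in lists of transcripts, while measures of the whole profile were mixed. On the first principal component Hey RNAi EBs averaged 83.8 ± 21.2 (SD, n = 3) and control EBs 70.7 ± 18.7 (SD, n = 3), with control guts at -86.7, and control guts correlated with Hey RNAi EBs at r = 0.808 to 0.867 and with control EBs at 0.821 to 0.889. By replicate number, EBs 2 moved toward guts on this component after Hey RNAi (90.68 to 76.81), and EBs 3 hardly moved (67.79 to 67). EBs 1 moved away (53.64 to 107.7). Across all transcripts, the EB change correlated with the difference of control guts from control EBs at r = 0.234, with the EB controls shared. Of the 1464 that fell in Hey RNAi EBs, 525 (35.9%) were higher in control EBs than in control guts, against 230 for independent lists. Of the 1161 that rose, 288 (24.8%) were lower in control EBs, against 159. LanA fell by 1.31 log2 units, from a level 2.80 above that of control guts. In all, 813 transcripts moved toward their level in control guts and 280 away from it. When only the arrays compared were fitted the counts were 387 and 130.

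The movement of these transcripts could not be told apart from shared controls, because the EB controls enter both differences. The covariance was 0.304 squared log2 units, and the central 95% of 1000 simulations of unchanged groups ran from -0.0183 to 0.422. With the noise of EB arrays correlated by their replicate numbers, at the mean r of 0.21, the range was -0.0296 to 0.35, and 49 of 1000 draws reached the observed value. With the EB controls split 1 and 2 so that none was shared, the covariance averaged 0.18 over 6 ways, from -0.0373 to 0.382, and 23 of 200 simulations reached that mean. In 200 simulations 0 transcripts were called in opposite directions, but with unchanged groups the EB to gut comparison made 0 calls at all, so that count decides nothing, and a loss of EB-enriched transcripts after Hey RNAi stays open.

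The movement of Hey RNAi guts toward EBs was weighed against 3 technical explanations. The covariance of 0.309 lay above all simulations with unchanged groups, of which the highest was 0.214, and was 0.271 with split controls. Both argue against shared gut controls as the whole cause. The simulations held no real tissue difference, so they cover the shared noise alone. Trends with intensity of -0.131 to 0.171 log2 units in the gut change and 0.0313 to 0.54 in the tissue difference carried a covariance of 0.00159, and without them it was again 0.309. With no further normalization it was 0.304 against a highest simulated value of 0.295. A partial shift of the gut toward a progenitor-like profile may therefore be biological, as a hypothesis found on the same arrays. A changed mix of cell types in the gut was not tested here. The study reported more cells and more dividing small cells after Hey loss in ECs. As likely sources of the raised genes, it proposes polyploid cells that had lost EC identity or had misdifferentiated. It adds dividing progenitors and other newly present cells. Its lineage tracing found former ECs that no longer expressed the EC marker.

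Transcripts that moved the same way in both knockdowns may reflect Hey itself or the different insertion lines of the RNAi and GFP flies. Trends with intensity in both responses carried a covariance of -0.00197, and without them it was 0.0939, above the highest simulated value of 0.069, which argues against such trends. At least 4-fold changes in both tissues were seen for 30 of the 163 shared transcripts, 20 higher and 10 lower, as either explanation allows. The genotype goes with the knockdown in every array, so the lines cannot be told apart from Hey. This count replaced a stricter one that had been looked at first and could not have decided it either.

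Splits of 6 arrays into 3 and 3 are too few, at 10, for a share under 0.05. The real split gave 480 transcripts in guts and the highest other 0, 4551 for EBs against guts and 0, and 2625 in EBs and 27. Among splits that parted as many EB pairs, the highest other was 5.

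The count for EBs here was 2625 transcripts in the fit over 12 arrays, an unknown share of them false, and 1250 in the 2-group fit. Both are higher than the value quoted from the study above, which counts genes. The count shared by both knockdowns was 186 transcripts. That is higher than the value quoted from the study above, again in genes, but the EB list here is also much longer. Independent lists of the sizes here would share 81.4. The authors' deposited tables shared 44 transcripts, where independent lists would share 12.8.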
